A study of Homo sapiens with 6 samples. Its data were reported in "GRHL3 binding and enhancers rearrange as epidermal keratinocytes transition between functional states" (2017).

How the data were processed

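Gene expression was measured in normal human epidermal keratinocytes (NHEK), purchased primary skin cells grown as a monolayer. The labels give 3 groups of 2 arrays each. Cells transfected with a pool of siRNAs against GRHL3 (siGRHL3) or with a pooled non-targeting control (scramble), each at 30 nM, were scratched 60 hours after transfection to start migration and were collected 12 hours later. Scramble cells were also collected at 0 hours, and the study's general statement of 72 hours after transfection does not say whether it covers them. The scratches formed a grid, so each 12 h extract mixes cells at scratch edges with cells away from them. Whether the 0 h cells were scratched is not given. RNA was labelled with biotin by a whole-transcript method and put on Affymetrix Human Gene 1.0 ST arrays, 1 array per sample.

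The authors summarised the probes of each probe set with PLIER 2.0 in Affymetrix Expression Console 1.1.1, as named in the submitters' processing notes, and deposited 1 intensity per probe set and array on a linear scale. PLIER gives a model-based intensity in which poorly responding probes weigh less. Its background and normalization options are not given in the sources used here, so the deposited intensities were taken as they stood. A background step that differed from the one used would mainly move dim genes, and a missing normalization between arrays would move all genes of an array together. The medians of the 6 arrays lay between 167.9 and 177.1, and between 46.7% and 47.6% of probe sets reached an intensity of 200. The study's methods treat values below 200 as not expressed and describe the arrays as biological duplicates. They name no test for these arrays.

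Of 33297 probe sets, 19460 had 1 gene symbol in the platform annotation, 1754 had several and 12083 had none listed. The symbols were updated through Entrez identifiers, which matched the NCBI gene table of assembly GRCh38.p14 for 19429 probe sets. No coordinates were used, because the build of the array annotation is not given in the sources used here. Sex-linked genes that could describe a donor were left out (115 probe sets). For each of the remaining 18375 genes the probe set with the highest mean log2 value was taken. A gene was kept when its intensity was at least 200 on at least 2 of the 6 arrays, whatever their group, which left 10996 genes. Of these, 521 had more than 1 probe set. Probe sets with several symbols or none were tested apart, and 4698 of them passed the same level.

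Values were transformed as log2(intensity + 16), and fold changes are on that scale, which understates the change of dim genes. In limma 3.58.1 (R 4.3.3), 1 mean per group was fitted over all 6 arrays, and the variances were moderated with a trend on mean intensity. This shared estimate of the spread has 3 residual degrees of freedom. The tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes kept, with a threshold of 0.05 for a change. The contrasts were siGRHL3 12 h against scramble 12 h, scramble 12 h against scramble 0 h, and siGRHL3 12 h against scramble 0 h. The p-values reflect the spread between these samples, and 2 arrays per group limit the precision of every value.

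Groups, tests, gene lists and the rule for naming genes were fixed before the data were examined. The named genes are GRHL3 and the genes the study itself discussed, the 10 largest rises and 10 largest falls past the threshold in each of the first 2 contrasts with no overlap between the arrays of the groups, and up to 4 members of each list, or the 2 with the smallest p where none passed. Open reading frames, small RNAs and uncharacterised symbols were left out of that rule. The lists covered the grainyhead family, the genes the study named around GRHL3, early differentiation, the cornified envelope and late differentiation, basal keratinocytes and hemidesmosomes, wound keratins and alarmins, proteases, matrix and integrins of migration, the actin cytoskeleton, EGFR ligands and immediate early genes, inflammatory cytokines, the interferon response, mitosis, DNA replication, cholesterol synthesis, the TGF-beta response and mesenchymal genes, epithelial junctions, epithelial genes tied to grainyhead factors in other work, axon guidance, neuronal REST targets, the p53 response, endoplasmic reticulum and amino acid stress, hypoxia and glycolysis, and housekeeping genes. Markers of melanocytes, fibroblasts, immune and Langerhans cells and endothelium covered other cell types a skin culture could hold. The 24 lists with at least 3 kept members were tested in each contrast against all other genes with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The fry test asked whether a list's genes moved, on balance, in 1 direction, without comparing them with other genes.

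The alternatives were other offsets (1 and 64), no level filter or a filter on the mean, quantile normalization, a shift of each array to a common median, the mean of a gene's probe sets, a term for the replicate number, each array left out in turn, no intensity trend, a fit of the 2 compared groups only, a Cyber-T style test with a prior weight of 10, unadjusted p-values, and a threshold that also asks for a 1.5-fold change. Array weights, the Cyber-T style test at an unadjusted p, list and GRHL3 tests in the fit of 2 groups, and a split of the scramble 12 h arrays between the first 2 contrasts were added after the data were seen. The tests were checked on simulated data with 10996 genes drawn from the arrays' own means and spreads, of which 200 were changed. For siGRHL3 against scramble at 12 h, limma over 6 arrays recovered 46.3% of genes changed 1.5-fold, 95.5% of those changed 2-fold and 100% of those changed 4-fold, with 2 false calls among 163. For scramble 12 h against 0 h, it recovered 44.8%, 95.5% and 100%, with 28 false calls among 188. In a fit of the 2 compared groups only, limma recovered 95.5%, 98.5% and 100% for siGRHL3, with 17 false calls among 213, and 20.9%, 85.1% and 100% for migration, with 7 false calls among 144. With no gene changed, limma made 0 calls in either contrast and either fit. The Cyber-T style test made 75 false calls among 275 for siGRHL3 and 90 among 268 for migration, and 23 and 20 calls where no gene was changed. In a simulation with 1 raised list, camera called that list and 0 of the others. Genes drawn from means and spreads share no variation within a list. That simulation thus cannot test the preset correlation for lists whose members move together.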

Results

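Whole-transcript arrays recorded mRNA levels in NHEK treated with siGRHL3 or scramble siRNA. There were 2 arrays of siGRHL3 cells at 12 h of migration, 2 of scramble cells at 12 h and 2 of scramble cells at 0 h. Each array gave an intensity for 33297 probe sets, and 10996 genes were compared. The root mean square SD between the 2 replicates of a group was 0.104 on the log2 scale for siGRHL3 12 h and 0.0952 for scramble 12 h. It was 0.212 for scramble 0 h, a variance 4.99 times that of scramble 12 h. The 0 h arrays differed from each other by more than 2-fold in 94 genes, against 2 genes for siGRHL3 12 h and 1 for scramble 12 h.

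GRHL3 encodes a grainyhead-like transcription factor of surface epithelia, and the first comparison asked which genes depend on it while keratinocytes migrate. The GRHL3 probe set (7898916) read 72.0 ± 8.98 (SD, n = 2) in siGRHL3 cells and 638 ± 26.5 in scramble cells at 12 h, 7.45-fold lower after siGRHL3 (log2 change -2.90 ± 0.20 SE, adjusted p = 0.00334). At 0 h, scramble cells read 943 ± 306. The adjusted p for GRHL3 was 0.0557 without siGRHL3 replicate 2, and 0.0934 and 0.0526 without scramble 12 h replicate 1 and 2.

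After siGRHL3, KRTDAP, a protein secreted by differentiating keratinocytes, was 8.04-fold lower, and CNFN, a component of the cornified envelope, was 7.76-fold lower. PDIA4, a disulfide isomerase of the endoplasmic reticulum, rose 3.09-fold, from 1335 ± 0.0198 to 4170 ± 338 (SD, n = 2). The scramble 0 h arrays read 1730 and 3492 for PDIA4, so control cells differed by more than the SD at 12 h shows. NID1, a linker of the basement membrane, and TGFBR3, a TGF-beta co-receptor, rose 2.03-fold and 2.01-fold. In all, 127 genes passed the threshold, of which 59 were higher and 68 lower after siGRHL3, and 100 of them changed at least 1.5-fold. At an unadjusted p of 0.05, 1117 genes were higher and 567 lower, against 550 expected by chance in all. In the fit over all arrays the share of higher genes was 46.5% with adjustment and 66.3% without it. Adjustment alone did not set this share. At an adjusted p of 0.05 it was 65.4% (1031 higher and 546 lower) when only the 12 h arrays were fitted, and 66% with array weights. It was 36.9% after quantile normalization and 36% with a 1.5-fold change. With the replicate number as a term, 81 genes passed, of which 13 were higher and 68 lower, a share of 16%.

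The 10 largest falls were KRTDAP (-3.01), CNFN (-2.96), GRHL3, SBSN (-2.83), CRCT1 (-2.83), ALDH3B2 (-2.63), SPRR3 (-2.61), NCCRP1 (-2.47), ANKRD22 (-2.38) and GDPD3 (-2.34), as log2 changes. Their SE lay between 0.15 for GDPD3 and 0.41 for ALDH3B2, and their adjusted p between 0.00235 for CNFN and 0.0387 for ALDH3B2. In all of these but KRTDAP, SBSN and CRCT1 the siGRHL3 mean lay below the level of 200, so their sizes and order depend on the offset. With an offset of 1 GRHL3 was at -3.13 and KRTDAP at -3.08, and with an offset of 64 ALDH3B2 was no longer called (adjusted p = 0.0528). SBSN, CRCT1 and SPRR3 belong to the upper epidermis, where SPRR3 is a cross-linked precursor of the envelope. The rises were smaller. After PDIA4 (1.63), NID1 (1.02) and TGFBR3 (1.01) came CDHR1 (1.00), SEL1L (0.89), SESN3 (0.89), GOPC (0.85), SRPRA (0.84), ACTA2 (0.84) and PLLP (0.82), with adjusted p from 0.0134 for NID1 to 0.0472 for PDIA4. SEL1L takes part in the degradation of misfolded proteins, SRPRA is the receptor subunit for the signal recognition particle, and ACTA2 is smooth muscle actin.

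**Figure D1:**
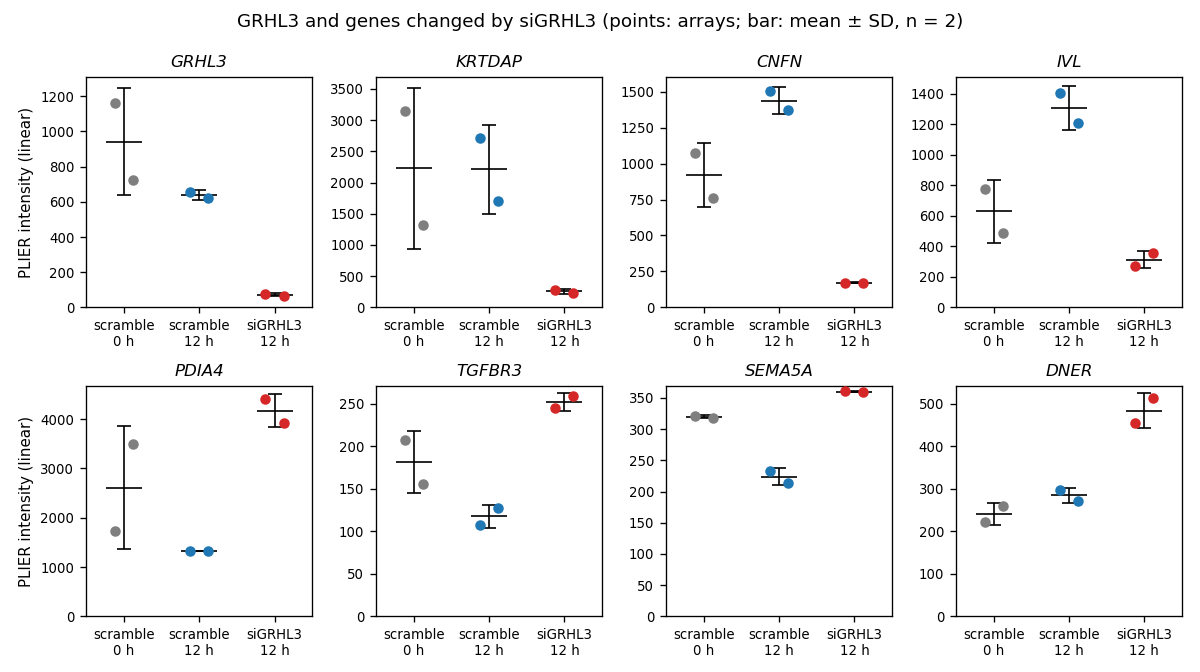
Intensity (linear scale from 0) of 8 genes on the 6 arrays, with 1 point per array, and a bar and error line for the mean ± SD of each group (n = 2). GRHL3, KRTDAP, CNFN and IVL were lower in siGRHL3 12 h than in scramble 12 h, and PDIA4, TGFBR3, SEMA5A and DNER were higher.

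Of 36 genes of the cornified envelope and late differentiation at the intensity level, 18 fell, 0 rose and 18 did not pass (camera adjusted p = 5.63e-39), and 27 fell adjusted over the list alone. The median log2 change was -0.99, and KRT23 fell by 2.15. With an estimated correlation the list had an adjusted p = 0.184. In early differentiation, 5 of 18 genes fell and 13 did not pass (camera adjusted p = 1.54e-16, and adjusted p = 0.262 with an estimated correlation), or 13 fell adjusted over the list alone. TGM1, the transglutaminase that cross-links the envelope, fell from 2081 ± 224 to 459 ± 79.3, and IVL, its substrate involucrin, from 1307 ± 142 to 314 ± 58.1 (SD, n = 2). Among wound keratins and alarmins, SERPINB3 (-1.65), the elastase inhibitor PI3 (-1.38) and KRT16 (-0.88) fell and the other 7 of 10 did not pass (camera adjusted p = 4.99e-12, and adjusted p = 0.184 with an estimated correlation), and 8 fell adjusted over the list alone.

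The genes that the study discussed around GRHL3 in migration, some of which it chose on these samples and which are not independent evidence of a direction, held 8 measured members, of which 6 reached the intensity level. SEMA5A (0.65 ± 0.10 SE, adjusted p = 0.036), TGFBR3 and DNER (0.73 ± 0.12, adjusted p = 0.0456) rose and 3 did not pass, or 4 rose adjusted over the list alone. SMAP1 differed by 0.61 ± 0.16 (adjusted p = 0.134), REST by 0.19 (adjusted p = 0.332) and METRN by 0.08 (adjusted p = 0.747). The study lists a primer pair named Metrn1, which could mean METRN or METRNL, and both were put in the list. The list had a camera adjusted p = 5.08e-05, and an adjusted p = 0.184 with an estimated correlation. METRNL and SEMA3A did not reach the intensity level, with group means of at most 176 and 115, and lay below 0 after siGRHL3 in a fit without that level, METRNL at -0.91 (adjusted p = 0.311) and SEMA3A at -0.29 (adjusted p = 0.495). In the grainyhead family, 1 of 3 genes fell, GRHL3 itself, or 2 adjusted over the list alone (camera adjusted p = 0.000407, and adjusted p = 0.262 with an estimated correlation). This list holds the siRNA's own target, so its call is no evidence on the other members, and GRHL1 differed by -1.40 (adjusted p = 0.137) and GRHL2 by -0.06 (adjusted p = 0.893), both named after their values were seen. Among epithelial genes tied to grainyhead factors in other work, TGM1, IVL, SPRR1A (-1.53) and SPRR1B (-0.85) fell and 21 of 25 did not pass (camera adjusted p = 5.91e-07, and adjusted p = 0.303 with an estimated correlation), or 11 fell and 1 rose adjusted over the list alone.

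Inflammatory cytokines lay lower, with IL36G (-1.95) and IL1RN (-1.10) fallen and 18 of 20 not past the threshold (camera adjusted p = 1.58e-05, and adjusted p = 0.303 with an estimated correlation), or 6 fell adjusted over the list alone. In the list of basal keratinocytes and hemidesmosomes, ITGB4, an integrin of the hemidesmosome, rose by 0.37 and 16 of 17 did not pass (camera adjusted p = 5.08e-05, and adjusted p = 0.184 with an estimated correlation), or 9 rose adjusted over the list alone. Among proteases, matrix and integrin genes, TNC, the matrix protein tenascin C, rose by 0.50 and 27 of 28 did not pass (camera adjusted p = 0.000981, and adjusted p = 0.292 with an estimated correlation). Adjusted over the list alone, 9 rose and 1 fell. In the TGF-beta and mesenchymal list, ID1 fell by 1.38 on the log2 scale and 24 of 25 did not pass. That list's camera direction was upward (adjusted p = 0.0259, and adjusted p = 0.262 with an estimated correlation), and 8 rose and 3 fell adjusted over the list alone. Its adjusted p was 0.0738 without scramble 12 h replicate 2 and 0.0687 without the level filter. Among epithelial junctions, CLDN7 fell by 0.68 on the log2 scale and 27 of 28 did not pass (camera adjusted p = 0.0238, and adjusted p = 0.639 with an estimated correlation), or 4 rose and 4 fell adjusted over the list alone. The junction list had an adjusted p of 0.12 without siGRHL3 replicate 1, 0.0633 without scramble 12 h replicate 1 and 0.07 after quantile normalization. In axon guidance, DNER and SEMA5A rose and 30 of 32 did not pass (camera adjusted p = 0.00595, and adjusted p = 0.262 with an estimated correlation), or 5 rose adjusted over the list alone. DNER and SEMA5A are also among the genes the study discussed around GRHL3, so their rises are not independent evidence for this list.

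Several lists shifted by camera although 0 members passed in limma. Mitosis genes lay higher, with 41 of 42 members above 0 and a median of 0.24 (camera adjusted p = 1.11e-08, and adjusted p = 0.292 with an estimated correlation). At an unadjusted p of 0.05, 15 of them differed, and 1 rose adjusted over the list alone. MKI67 differed by 0.46 (adjusted p = 0.0626) and ASPM by 0.39 (adjusted p = 0.088). DNA replication genes had a median of 0.16 over 39 members (camera adjusted p = 0.00785, and adjusted p = 0.728 with an estimated correlation), with 4 at an unadjusted p of 0.05 and 0 adjusted over the list alone. Without scramble 12 h replicate 1 its adjusted p was 0.0535. TK1 differed by 0.22 and CDT1 by 0.27. EGFR ligands and immediate early genes had a median of -0.17 over 28 members (camera adjusted p = 0.0059, and adjusted p = 0.643 with an estimated correlation), with 2 at an unadjusted p of 0.05 and 0 adjusted over the list alone. KLF10 differed by -0.48 and TGFA by -0.29. Hypoxia and glycolysis genes had a median of -0.07 over 23 members (camera adjusted p = 0.00293, and adjusted p = 0.184 with an estimated correlation), with 5 at an unadjusted p of 0.05, and 2 risen and 3 fallen adjusted over the list alone. P4HA2 differed by 0.36 and BNIP3 by -0.28.

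At an adjusted p of 0.05 camera did not call a shift after siGRHL3 in the actin cytoskeleton (35 genes, 0 called, 5 at an unadjusted p of 0.05, adjusted p = 0.142) or in the interferon response (26 genes, 0 called, 3 at an unadjusted p of 0.05, adjusted p = 0.57). CNN3 (-0.39), VCL (0.28), IFI44 (0.37) and IFI6 (0.23) had the smallest p in these lists. It also called none in cholesterol synthesis (19 genes, 0 called, 3 at an unadjusted p of 0.05, adjusted p = 0.54), with DHCR7 at 0.25 and LSS at 0.23. Adjusted over the list alone, 0 genes of these 3 lists changed. The actin list was called after the shift to a common median (adjusted p = 0.0475) and cholesterol synthesis without siGRHL3 replicate 2 (adjusted p = 0.04). Neuronal REST targets (13 genes, 0 called, 1 at an unadjusted p of 0.05, adjusted p = 0.423) had a median of 0.02 and a mean of -0.02 with a downward camera direction. NEFL differed by -0.61 and NEFM by -0.27, and 1 gene fell adjusted over the list alone. The p53 response (22 genes, 0 called, 2 at an unadjusted p of 0.05, adjusted p = 0.755) had a median of 0.01 and a mean of 0.03 with a downward camera direction. SESN1 differed by 0.58 and DDB2 by 0.23, and 1 gene rose adjusted over the list alone. In endoplasmic reticulum and amino acid stress, PDIA4 and SEL1L rose and 21 of 23 did not pass (camera adjusted p = 0.248, and 0.0244 without siGRHL3 replicate 2), or 3 rose adjusted over the list alone. Of 12 housekeeping genes, GUSB rose by 0.68 and 11 did not pass (camera adjusted p = 0.761), also adjusted over the list alone.

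Among markers of other cell types, 0 changed after siGRHL3 or with migration in limma. Of the 14 fibroblast markers measured, 5 reached the intensity level, and all 5 lay above 0 after siGRHL3 with a median of 0.52 (camera adjusted p = 0.00328, and adjusted p = 0.262 with an estimated correlation). At an unadjusted p of 0.05, 4 of them differed, and 2 rose adjusted over the list alone. COL1A1 differed by 0.64 (adjusted p = 0.056) and COL1A2 by 0.62 (adjusted p = 0.0806). COL1A1 is also a member of the TGF-beta and mesenchymal list, and COL1A2 reached the level on the siGRHL3 arrays alone. Over all 14 markers the median was 0.12, and COL6A3, PDGFRB, THY1 and FAP, all below the level, lay below 0. Without the level filter the fibroblast list had an adjusted p of 0.172. The highest group mean among these markers was 3313 for VIM. Of 11 melanocyte markers 1 was kept (SOX10, at most 581), of 12 immune and Langerhans markers 1 (TYROBP, at most 518) and of 10 endothelial markers 2 (CDH5, at most 843, and CLDN5). For siGRHL3, camera called 17 of 24 lists, the grainyhead family with the siRNA's target among them, fry 6, and camera with an estimated correlation 0, where 5 had an unadjusted p below 0.05.

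The number of genes changed by siGRHL3 was 1577 when only the 12 h arrays were fitted, and 1582 and 1571 without scramble 0 h replicate 1 and 2. It was 12 and 5 without siGRHL3 replicate 1 and 2, and 0 by limma without scramble 12 h replicate 1 or 2, where 764 and 811 genes had an unadjusted p below 0.05.

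The comparison of scramble 12 h with scramble 0 h asked how control cells changed as they migrated. The arrays include no unscratched cells collected at 12 h, so migration cannot be told apart from time in culture. The collection time of the 0 h cells is not given, so time after transfection may differ too. Changes by or with migration therefore mean 12 h against 0 h. MMP9, a gelatinase that degrades matrix, was 6.17-fold higher at 12 h, at 1882 ± 104 against 311 ± 157 (SD, n = 2). IL1R2, a decoy receptor for interleukin 1, was 5.28-fold higher, and DKK1, a secreted Wnt antagonist, rose by 1.32 ± 0.13 (SE) on the log2 scale. CXCL14, a chemokine of the skin, was 2.32-fold lower, and IFIT1, an interferon-induced gene, 2.12-fold lower. Of 148 genes that changed, 62 were higher and 86 lower at 12 h, and at an unadjusted p of 0.05 560 were higher and 1439 lower. The split was 63 higher and 48 lower after quantile normalization, and 89 higher and 53 lower after each array was shifted to a common median. With the replicate number as a term, 38 genes passed, of which 22 were higher and 16 lower.

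Outside small RNAs, the largest rises were MMP9 (log2 change 2.62), IL1R2 (2.40), IL36G (1.81), MMP10 (1.60), DKK1 (1.32), S1PR1 (1.28), ALDH1A3 (1.21), GLIPR1 (1.17), ADAMTS1 (1.16) and PRDM1 (1.14), with adjusted p from 0.0135 for IL1R2 to 0.0426 for IL36G. The 0 h means of IL1R2, MMP10, S1PR1 and IL36G lay below 200, so their sizes and order depend on the offset, and with an offset of 1 IL1R2 was at 2.75 and MMP9 at 2.69. The largest falls were GBP6 (-1.41), the long non-coding RNA PART1 (-1.23), CXCL14 (-1.21), SESN3 (-1.20), DDIT4 (-1.12), ACSS2 (-1.09), IFIT1 (-1.08), APCDD1 (-1.08), WNT10A (-1.07) and CDHR1 (-1.05), with adjusted p from 0.0135 for CXCL14 to 0.0484 for GBP6. The 12 h means of GBP6 and PART1 lay below 200, and with an offset of 1 GBP6 was no longer called (adjusted p = 0.0536), while with an offset of 64 CXCL14 was at -1.20 and GBP6 at -1.18. DDIT4 restrains mTOR signalling, ACSS2 makes acetyl-CoA from acetate, and WNT10A and APCDD1 act in Wnt signalling. GRHL3 itself differed by -0.51 ± 0.20 SE (adjusted p = 0.252).

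**Figure D2:**
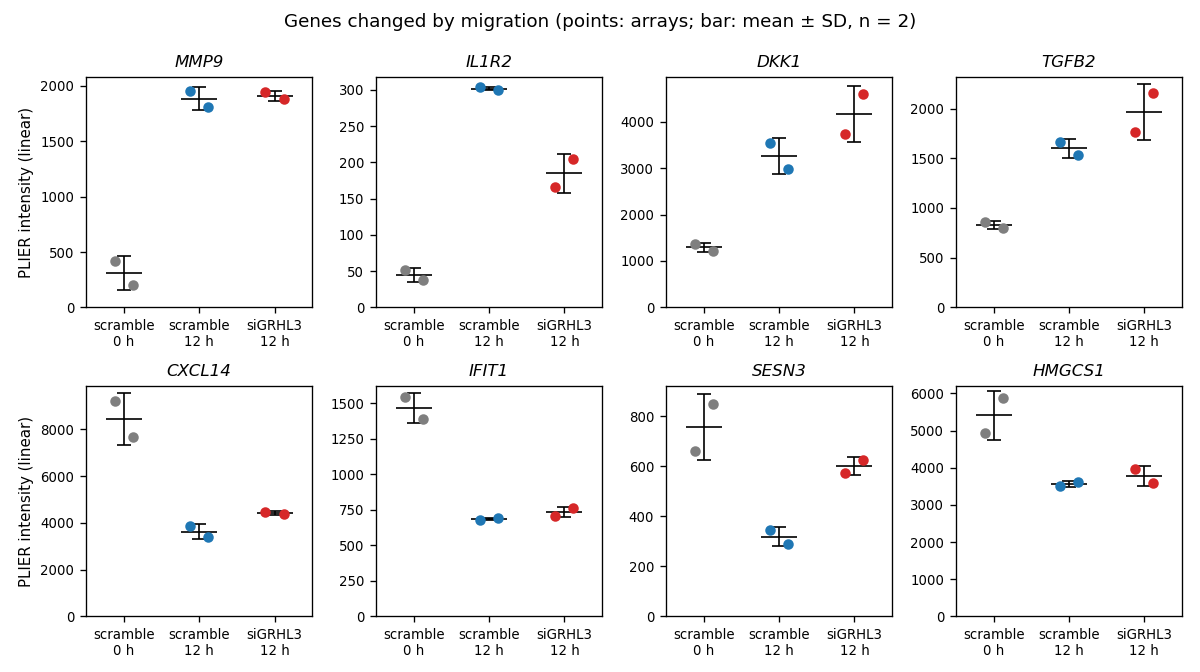
Intensity (linear scale from 0) of 8 genes on the 6 arrays, with 1 point per array, and a bar and error line for the mean ± SD of each group (n = 2). MMP9, IL1R2, DKK1 and TGFB2 were higher in scramble 12 h than in scramble 0 h, and CXCL14, IFIT1, SESN3 and HMGCS1 were lower.

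Of 28 proteases, matrix and integrin genes of migration, 5 rose, 1 fell and 22 did not pass (camera adjusted p = 2.7e-14, and adjusted p = 0.171 with an estimated correlation). MMP9, MMP10 and ADAMTS1 rose, and MMP28 fell by 0.68 on the log2 scale. Adjusted over the list alone, 15 rose and 1 fell. In the TGF-beta and mesenchymal list, TGFB2 (0.94) and PMEPA1 (0.57), a target of TGF-beta signalling, rose and 23 of 25 did not pass (camera adjusted p = 4.43e-06, and adjusted p = 0.144 with an estimated correlation), or 8 rose and 1 fell adjusted over the list alone. Inflammatory genes IL1R2, IL36G and CXCL1 (1.06) rose, CXCL14 fell and 16 of 20 did not pass (camera adjusted p = 3.39e-06, and adjusted p = 0.755 with an estimated correlation), with the same counts adjusted over the list alone. Actin cytoskeleton genes lay higher, with 27 of 35 above 0, although 0 passed in limma or adjusted over the list alone and 10 had an unadjusted p below 0.05 (camera adjusted p = 4.54e-07, and adjusted p = 0.144 with an estimated correlation). MYH9, a non-muscle myosin, and RND3 both differed by 0.25.

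All 19 genes of cholesterol synthesis lay below 0 at 12 h. MVD (-0.73) and HMGCS1 (-0.59), enzymes of the mevalonate pathway, and the sterol carrier STARD4 (-0.59) fell and 16 did not pass (camera adjusted p = 1.24e-08, and adjusted p = 0.472 with an estimated correlation). Adjusted over the list alone, 13 fell. Of 26 interferon response genes, IFIT1, IFI44 (-0.95) and RIGI (-0.56) fell and 23 did not pass (camera adjusted p = 1.59e-05, and adjusted p = 0.799 with an estimated correlation), or 7 fell adjusted over the list alone. Without scramble 0 h replicate 1 the adjusted p of the interferon list was 0.571. In the cornified envelope list, SPRR2B rose by 0.58 and 35 of 36 did not pass (camera adjusted p = 0.0112, and adjusted p = 0.799 with an estimated correlation), or 6 rose adjusted over the list alone. That adjusted p was 0.0741 after the shift to a common median, 0.371 without the level filter, 0.294 without scramble 12 h replicate 1 and 0.997 without scramble 0 h replicate 2.

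In the other lists camera called no shift with migration at an adjusted p of 0.05 over the 6 arrays. In endoplasmic reticulum and amino acid stress (camera adjusted p = 0.0688), DDIT4 and PSAT1 (-0.71) fell and 21 of 23 did not pass, also adjusted over the list alone. PRDM1 of early differentiation (limma adjusted p = 0.0409) and LAMB3 of the basal list (0.45, adjusted p = 0.0413) rose, and SLC2A1 of glycolysis (adjusted p = 0.0289), GJA1 of junctions (adjusted p = 0.0422) and EPHA4 of axon guidance (adjusted p = 0.043) fell, each as the 1 gene of its list. As lists, these had a camera adjusted p of 0.926, 0.245, 0.726, 0.726 and 0.905. Adjusted over the list alone, early differentiation, junctions and axon guidance each had 2 risen and 2 fallen genes, the basal list 1 risen and glycolysis 2 fallen. In wound keratins and alarmins (camera adjusted p = 0.0686), the p53 response (adjusted p = 0.245), the study's genes (adjusted p = 0.604), the grainyhead family (adjusted p = 0.926), mitosis (adjusted p = 0.726) and DNA replication (adjusted p = 0.76), 0 genes passed in limma, and 2, 8, 3, 1, 1 and 0 had an unadjusted p below 0.05. The same held for immediate early genes (camera adjusted p = 0.358), epithelial genes tied to grainyhead factors (adjusted p = 0.392), REST targets (adjusted p = 0.905), fibroblast markers (adjusted p = 0.265) and housekeeping genes (adjusted p = 0.936), with 9, 5, 2, 1 and 2. Adjusted over the list alone, 4 p53 response genes, 3 of the study's genes and 2 housekeeping genes fell, and 1 gene rose in wound keratins and 1 in the grainyhead-tied list. In early differentiation, mitosis, DNA replication, junctions, axon guidance, REST targets and housekeeping genes the median and mean lay below 0 while the camera direction was upward. In the basal, immediate early and glycolysis lists the mean lay below 0, and the median and camera direction above. In the grainyhead family the median lay above 0, and the mean and camera direction below. Without scramble 0 h replicate 1 or 2, camera called early differentiation (adjusted p = 0.000744 and 1.22e-06), immediate early genes (0.00084 and 1.71e-07), DNA replication (2.18e-06 and 3.77e-11), junctions (0.00903 and 0.0188) and the grainyhead-tied list (0.000186 and 0.00748), each in opposite directions. The stress list had an adjusted p of 0.000235, the p53 response 0.00599 and the grainyhead family 0.0085 without replicate 2, and fibroblast markers 0.0366 without replicate 1. Wound keratins had an adjusted p of 0.00903 without scramble 0 h replicate 1, 0.00314 without scramble 12 h replicate 2, 0.0431 with the replicate number as a term and 0.0135 without the level filter. The stress list also had 0.0498 and 0.0493 without siGRHL3 replicate 1 and 2, 0.0438 without the level filter, 0.0313 after quantile normalization and 0.0358 after the shift to a common median. Over the 6 arrays camera called 7 of 24 lists, fry 4, and camera with an estimated correlation 0, where 3 had an unadjusted p below 0.05.

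**Figure D3:**
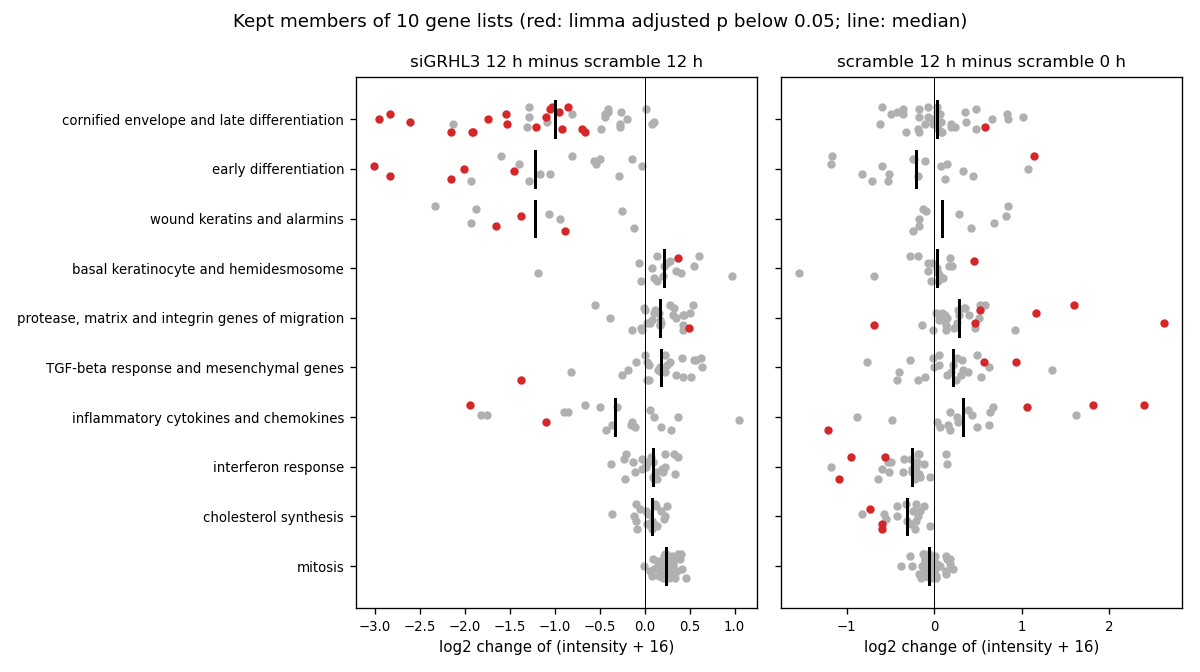
Log2 change of each member at the intensity level of 10 gene lists after siGRHL3 at 12 h and with migration, with 1 point per gene and a line at the list's median. Red points passed an adjusted p of 0.05 in limma. The median of late differentiation genes lay at -0.99 after siGRHL3 and at 0.03 with migration.

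The number of genes changed by migration was 2690 (803 higher and 1887 lower) and 977 (342 higher and 635 lower) without scramble 0 h replicate 1 and 2. It was 0 by limma in a fit of the 2 groups alone (1471 genes at an unadjusted p below 0.05, and 458 by the Cyber-T style test), without scramble 12 h replicate 1 or 2 (940 and 913 at an unadjusted p below 0.05) and without siGRHL3 replicate 1 or 2 (1469 and 1471).

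Migrating siGRHL3 cells differed from scramble cells at 0 h in 674 genes, of which 295 were higher and 379 lower, or 346 higher and 318 lower after the shift to a common median. MMP9 was 6.26-fold higher and DKK1 3.19-fold higher, and TNC rose by 0.73. KRTDAP was 7.62-fold lower and CNFN 4.92-fold lower, and DSG1, a desmosomal cadherin of differentiated layers, fell by 1.99 on the log2 scale (adjusted p = 0.00885). GRHL3 was 10.6-fold lower (-3.41 ± 0.20 SE, adjusted p = 0.00261).

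In this comparison 24 of 36 late differentiation genes fell and 12 did not pass (camera adjusted p = 6.11e-20, and adjusted p = 0.234 with an estimated correlation), and 27 fell adjusted over the list alone. Of 28 proteases, matrix and integrin genes, 15 rose and 13 did not pass (camera adjusted p = 7.36e-16, and adjusted p = 0.215 with an estimated correlation), and 22 rose adjusted over the list alone. In early differentiation 9 of 18 genes fell (camera adjusted p = 1.66e-09, and adjusted p = 0.34 with an estimated correlation), or 13 adjusted over the list alone. In the TGF-beta and mesenchymal list 9 of 25 rose and 3 fell (camera adjusted p = 2.4e-07, and adjusted p = 0.211 with an estimated correlation), or 16 and 3 adjusted over the list alone. Of the 5 fibroblast markers at the intensity level, COL1A1, COL1A2 and VIM rose and all 5 lay above 0, with a median of 0.60 (camera adjusted p = 0.00114, and adjusted p = 0.249 with an estimated correlation), or 4 rose adjusted over the list alone. Camera called 16 of 24 lists, fry 12, and camera with an estimated correlation 0, where 4 had an unadjusted p below 0.05. The number of genes was 162 in a fit of the 2 groups alone and without scramble 12 h replicate 1 or 2, 30 and 4 without siGRHL3 replicate 1 and 2, and 2827 and 2201 without scramble 0 h replicate 1 and 2.

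The siGRHL3 and migration changes were then set against each other. Higher after siGRHL3 and lower with migration were BACE1, CDHR1, MRC2, NID1, NREP, PDE4DIP, SESN3 and SULF1, 8 genes against 0.461 expected of independent lists. Lower after siGRHL3 and higher with migration were ALDH1A3, IL36G, MYO5B, SERPINB1 and SPRR2B, 5 genes against 0.383 expected. CYB5A and SERPINB13 were lower in both, 2 genes against 0.532 expected, and 0 were higher in both by limma, where 0.333 were expected. At an unadjusted p below 0.05 the counts were 325 against 146 expected for genes higher after siGRHL3 and lower with migration, 100 against 28.9 for the reverse, 61 against 74.2 for lower in both and 57 against 56.9 for higher in both. These genes were listed by their overlap after their values were seen. Both comparisons use the same scramble 12 h arrays with opposite sign, so part of the excess may come from the shared controls. With 1 scramble 12 h array for each comparison, a split added after the data were seen, limma called 3 and 0 genes after siGRHL3 in the 2 arrangements (811 and 768 at an unadjusted p below 0.05) and 0 with migration (943 and 912), which leaves the overlap of calls untested. At an unadjusted p of 0.05, 73 and 85 genes were higher after siGRHL3 and lower with migration in the 2 arrangements, against 30.6 and 28.2 expected of independent lists, and 26 and 36 showed the reverse, against 7.48 and 7.12. The same arrangements had 19 and 24 genes higher in both, against 11.5 and 14.7, and 42 and 18 lower in both, against 20 and 13.6. In this split the lone scramble 12 h arrays are assumed to vary like the other groups, and both comparisons take their spread from the same fit, so the counts expected of independent lists are not the values with no change.

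Across 10996 genes, which are not independent replicates, the log2 changes had a Pearson r of -0.238 and a Spearman rho of -0.234. In 100 simulated sets of arrays with no group effect, r averaged -0.276 (SD 0.0145). The covariance was -0.0133 against -0.00453 simulated, a difference of -0.00881. With the scramble 12 h arrays split, r was -0.099 and -0.196 and the covariance -0.00624 and -0.0114. Without scramble 0 h replicate 2, r was -0.0329.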

Values the study reported

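The study described its arrays as holding 26,869 probe sets and regarded probes with values below 200 as not expressed. It used 30nM of pooled siRNA and worked 72 hours after transfection. It stated that about 30 percent of GRHL3 binding peaks in migrating cells lay in proximal promoters.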

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

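The tests of scaling, of a mislabelled array, of drift between cultures, of an off-target effect and of C/D box snoRNAs were chosen after the results were seen. Probe sets with several gene symbols or none entered no comparison above, and 4698 of them reached the intensity level. After siGRHL3, 5 of them changed, all lower than in scramble cells at 12 h (3 with several symbols and 2 with none), and 441 had an unadjusted p below 0.05. The largest fall was -1.58 for probe set 7895692. With migration 1 changed, by 1.37, and 356 had an unadjusted p below 0.05. Between siGRHL3 12 h and scramble 0 h, 33 differed (18 higher and 15 lower), and 620 had an unadjusted p below 0.05. Of the 5 after siGRHL3, 3 carried identical values on every array and count as 1 signal. The data hold more probe sets (33297) than the study describes, and whether control probe sets are among those with no symbol was not checked.

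The 2 scramble 0 h arrays differed in immediate early genes, with DUSP6 at 272.6 on replicate 1 and 2486 on replicate 2 and EGR1 at 1034 and 5201, genes chosen after their values were seen. After quantile normalization the median difference of the list was 0.723, with 26 of 28 genes higher on replicate 2, against 0.0522 and 0.00563 for the other pairs, which argues against overall scaling. A first test of a mislabelled scramble 12 h array lay between the bounds set for and against it, with 23.4% of the 977 genes called without replicate 2 at or beyond the 12 h arrays on replicate 2, and 32% of the 2690 called without replicate 1 there on replicate 1. A later test, one of several tried because the first left this open, put replicate 2 above the scramble 12 h mean by a median of 0.413 in the immediate early list (19 of 28 genes above) and at -0.41 from it in migration proteases and matrix (24 of 28 below), where the pairs of the 12 h groups differed by at most 0.0551 and 0.0335, which argues against such an array. Another wrong label was not tested, and no biological explanation was tested.

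Late differentiation genes lay lower after siGRHL3, with 18 of 36 past the threshold (camera adjusted p = 5.63e-39, and adjusted p = 0.184 with an estimated correlation). Their median change after quantile normalization was -1.02, which argues against overall scaling. The list's largest median difference between 2 arrays of a group was 0.259, which argues against drift between cultures as large as its change. Drift stays open for early differentiation genes, whose 0 h arrays differed by 0.902 beside a median change of -1.22. Their 12 h arrays differed by less, with replicate 2 minus replicate 1 at -0.0707 for siGRHL3 and -0.197 for scramble. An off-target effect of the siRNA pool cannot be told apart from loss of GRHL3, because 1 group received an siRNA against GRHL3. Loss of GRHL3 thus stays a hypothesis among the open explanations, and an off-target effect may contribute.

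Small nucleolar RNAs of the H/ACA class were higher at 12 h than at 0 h in scramble cells, with 6 of 35 past the threshold. Their median change was 0.216, against 0.00688 for 51 C/D box snoRNAs, which argues against better recovery of all small RNAs. A two-sided permutation test with 100000 resamples gave p = 0.00017. It treats snoRNAs as independent although all were read on the same arrays, and it was chosen after the results were seen. No conclusion is drawn from that p. Host genes were compared in 6 pairs, of which 4 held a snoRNA past the threshold (not SNORA55, adjusted p = 0.0612, or SNORA52, adjusted p = 0.119). These hosts had a median change of -0.0783 where their snoRNAs had 1.18, which argues against higher host transcripts for these 6 snoRNAs. All 6 lay above the median of the 35, and the hosts of the other H/ACA snoRNAs were not tested. The mRNAs of the particle's proteins had a median change of -0.0686, which argues against more protein mRNA. Recovery that favours some classes by length or structure stays open and was not tested, and spliceosomal RNAs had a median of 0.103 with 12 of 16 above 0. A change in H/ACA processing or stability with migration is a hypothesis without a test here.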

How the results depend on the processing

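Array weights, the Cyber-T style test at an unadjusted p, the fit of 2 groups for lists and GRHL3, and the split of the scramble 12 h arrays were tests chosen after the results were seen. Of 1257 values for 63 results on genes after siGRHL3, 973 kept their side of the threshold, 167 lost and 117 gained a call. A change of direction was counted apart only where a call was made, and there were 0. For 67 results on genes with migration the numbers were 1039, 238, 57 and 0 of 1334. For 24 lists after siGRHL3 they were 370, 35, 3 and 0 of 408, and for 24 lists with migration 370, 15, 18 and 5 of 408. The causes were not tested unless said. Dim genes near the level of 200 have the least signal over background.

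For siGRHL3, 127 genes became 1577 in the fit of 2 groups, which leaves out the variable 0 h arrays, 2462 by the Cyber-T style test, 1684 at an unadjusted p, 1412 with array weights and 3691 by the Cyber-T style test at an unadjusted p. For migration, 148 became 82 without the intensity trend, 0 by limma in the fit of 2 groups (1471 at an unadjusted p), 458 by the Cyber-T style test, 1999 at an unadjusted p and 95 with array weights. For siGRHL3 12 h against scramble 0 h, 674 became 162 in the fit of 2 groups, 2608 at an unadjusted p, 313 with a 1.5-fold change and 421 with array weights. With the replicate number as a replicate block the counts were 81, 38 and 408. Arrays of the same number deviated with correlations of 0.14, -0.19 and 0.08 between groups, which does not settle whether the numbers pair the samples. Replicate 2 lay below replicate 1 in all 3 groups in late differentiation (-0.0961, -0.185 and -0.259), early differentiation (-0.0707, -0.197 and -0.902) and wound keratins (-0.313, -0.26 and -0.552). The share of higher genes after siGRHL3, 46.5%, became 36.9% after quantile normalization, 16% with the block (13 higher and 68 lower), 65.4% in the fit of 2 groups, 66.8% by the Cyber-T style test, 66.3% at an unadjusted p, 36% with a 1.5-fold change, 66% with array weights and 67% by the Cyber-T style test at an unadjusted p. Of 72 list tests, 40 were called by camera, 0 with an estimated correlation (5, 3 and 4 in the 3 contrasts at an unadjusted p) and 22 by fry.

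Leaving out 1 array assumes that the lone array of a group varies like the other groups. The counts then ranged from 0 to 1582 for siGRHL3 (0 without a scramble 12 h array, with 764 and 811 at an unadjusted p), from 0 to 2690 for migration and from 4 to 2827 for siGRHL3 12 h against scramble 0 h. The share of higher genes ranged from 0 to 65.1%, with no value without a scramble 12 h array. GRHL3 ranged from -3.00 to -2.79 and the correlation of the siGRHL3 and migration changes from -0.331 to -0.0329. With the scramble 12 h arrays split it was -0.099 and -0.196. Adjusted p with migration ranged from 1.22e-06 to 0.915 for early differentiation, from 1.71e-07 to 0.559 for immediate early genes, from 3.77e-11 to 0.995 for DNA replication, from 0.00903 to 0.824 for junctions and from 0.000186 to 0.624 for the grainyhead-tied list. The direction turned without scramble 0 h replicate 2 for early differentiation, junctions (0.0188) and the grainyhead-tied list (0.00748), and without replicate 1 for immediate early genes (0.00084) and DNA replication (2.18e-06).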

Other observations

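The lists for NRF2 targets, fatty acid synthesis, matrix and lysosome were tested on members not seen before, with members of the lists above left out after a first run, and only the tests of endoplasmic reticulum genes were chosen after the results were seen. Beyond the genes described above, 6 of 35 snoRNAs of the H/ACA class, which guide pseudouridine formation in ribosomal RNA, rose in migrating scramble cells. SNORA75 rose by 2.72 (adjusted p = 0.0151), SNORA80E by 2.36 (adjusted p = 0.0135), SNORA41 by 1.44 (adjusted p = 0.0151) and SNORA3A by 0.915 (adjusted p = 0.0194) on the log2 scale, and these were chosen after their values were seen. After siGRHL3 the median of the 35 was -0.082. Spliceosomal RNAs had a median of 0.103 with migration and small Cajal body RNAs -0.0153.

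Fatty acid synthesis genes lay lower at 12 h in scramble cells, with all 11 members below 0 and a median of -0.354. FADS1 (-0.74), SREBF1 (-0.73), FASN (-0.59), ME1 (-0.54) and SCD (-0.37) fell. A fall of the group was a hypothesis, with a camera p = 8.98e-07, and p = 0.061 with an estimated correlation. NRF2 targets had a median of -0.0847, with 16 of 21 below 0 and 4 fallen, and a camera p = 0.0474, or p = 0.273 with an estimated correlation. After siGRHL3, 24 of 25 further basement membrane and matrix genes lay above 0, and FBN2 rose by 0.56 (camera p = 1.99e-07, and p = 0.126 with an estimated correlation). The fibroblast markers moved the same way, with 5 of 5 at the intensity level above 0 and a median of 0.52, or 0.12 over all 14 (camera adjusted p = 0.00328, and adjusted p = 0.262 with an estimated correlation). Of 31 lysosomal genes, 27 lay above 0, and MAN2B1, a lysosomal mannosidase, rose by 0.58 (camera p = 5.61e-08, and p = 0.0569 with an estimated correlation). Endoplasmic reticulum genes had a median of 0.151, with 26 of 34 above 0 and SEC62 fallen by 0.88 on the log2 scale (camera p = 0.00565, and p = 0.216 with an estimated correlation). These 5 hypotheses stay open, because the calls rest on the preset correlation.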
